# In vivo PIWI slicing in mouse testes deviates from rules established in vitro

**DOI:** 10.1261/rna.079349.122

**Published:** 2023-03

**Authors:** Mark Dowling, David Homolka, Nicole Raad, Pascal Gos, Radha Raman Pandey, Ramesh S. Pillai

**Keywords:** MIWI, MILI, pachytene piRNA, slicer, PIWI, cleavage-site mismatch

## Abstract

Argonautes are small RNA-binding proteins, with some having small RNA-guided endonuclease (slicer) activity that cleaves target nucleic acids. One cardinal rule that is structurally defined is the inability of slicers to cleave target RNAs when nucleotide mismatches exist between the paired small RNA and the target at the cleavage site. Animal-specific PIWI clade Argonautes associate with PIWI-interacting RNAs (piRNAs) to silence transposable elements in the gonads, and this is essential for fertility. We previously demonstrated that purified endogenous mouse MIWI fails to cleave mismatched targets in vitro. Surprisingly, here we find using knock-in mouse models that target sites with cleavage-site mismatches at the 10th and 11th piRNA nucleotides are precisely sliced in vivo. This is identical to the slicing outcome in knock-in mice where targets are base-paired perfectly with the piRNA. Additionally, we find that pachytene piRNA-guided slicing in both these situations failed to initiate phased piRNA production from the specific target mRNA we studied. Instead, the two slicer cleavage fragments were retained in PIWI proteins as pre-piRNA and 17–19 nt by-product fragments. Our results indicate that PIWI slicing rules established in vitro are not respected in vivo, and that all targets of PIWI slicing are not substrates for piRNA biogenesis.

## INTRODUCTION

Argonautes are small RNA-binding proteins that function in most organisms and in all cells of multicellular organisms (Carmell et al. 2002). PIWI proteins belong to an animal-specific clade of Argonautes that are almost exclusively expressed in the gonads, and they associate with the small RNAs called PIWI-interacting RNAs (piRNAs) (Aravin et al. 2006; Girard et al. 2006; Grivna et al. 2006; Vagin et al. 2006). One major target of piRNAs is the collection of transposable elements present within the genome, and they are repressed by posttranscriptional or cotranscriptional mechanisms mediated by the PIWI proteins. Consistently, animals (flies, fish, mice, and hamsters) that lack either PIWI proteins or piRNA pathway factors derepress transposable elements, leading to arrested gametogenesis and infertility (Ghildiyal and Zamore 2009; Luteijn and Ketting 2013).

Three mouse PIWI proteins are expressed in the male germline, with MIWI (PIWIL1) (Deng and Lin 2002; Reuter et al. 2011) and MILI (PIWIL2) (Kuramochi-Miyagawa et al. 2004; Aravin et al. 2006) being cytosolic, while MIWI2 (PIWIL4) is nuclear (Carmell et al. 2007; Aravin et al. 2008; Kojima-Kita et al. 2016). MIWI2 and MILI are expressed in the embryonic male germline where they associate with piRNAs that almost exclusively target transposable elements (Aravin et al. 2007, 2008; De Fazio et al. 2011; Xiol et al. 2012). In the postnatal meiotic pachytene spermatocytes and postmeiotic round spermatids, MILI and MIWI associate with a distinct set of small RNAs called the pachytene piRNAs (Aravin et al. 2006; Girard et al. 2006). They are composed of highly unique sequences that are largely depleted of transposable element sequences. Although pachytene piRNAs are very abundant, most lack any obvious perfectly complementary targets in the transcriptome. Searching for genuine targets of pachytene piRNAs with a view of explaining their functions has been a major preoccupation in the field.

Mouse MIWI is exclusively bound by pachytene piRNAs and its loss leads to male infertility (Deng and Lin 2002; Reuter et al. 2011). Pachytene piRNAs originate from ∼100 large genomic loci called piRNA clusters (Li et al. 2013). Pointing to the relevance of these small RNAs, loss of thousands of piRNAs from two such clusters leads to male infertility (Wu et al. 2020; Choi et al. 2021). However, not all clusters seem to be important for fertility when individually deleted (Homolka et al. 2015; Wu et al. 2020). Pachytene piRNAs are also shown to regulate germline gene expression by identifying mRNAs via partial complementarity pairing (via the 5′ seed sequence; piRNA nucleotides 2–8) to recruit the deadenylation machinery for promoting RNA decay (Gou et al. 2014), a mechanism similar to that used by microRNAs (Filipowicz et al. 2008).

One core function of some of the Argonaute proteins is their small RNA-guided endoribonuclease (slicer) activity (Liu et al. 2004; Meister et al. 2004; Meister 2013). This is true for MIWI (Reuter et al. 2011) and MILI (De Fazio et al. 2011), with loss of their slicer activities leading to male infertility. Pachytene piRNA-guided slicer activity is shown to cleave transposon transcripts (Reuter et al. 2011; Goh et al. 2015) and mRNAs (Goh et al. 2015; Wu et al. 2020). However, the number of such slicer targets—as defined by existing targeting rules—is very limited. PIWI slicing is also linked to piRNA biogenesis, where one of the target cleavage fragments matures as the so-called secondary piRNA (Brennecke et al. 2007; Gunawardane et al. 2007). Slicing can also initiate phased piRNA biogenesis, where additional piRNAs are generated downstream from the secondary piRNA by the action of the endonuclease Zucchini/MitoPLD (Izumi et al. 2020). Slicing-triggered phasing is demonstrated in the fly ovarian germline (Han et al. 2015; Homolka et al. 2015; Mohn et al. 2015; Wang et al. 2015), and by MILI in the mouse embryonic male germline (Yang et al. 2016; Wenda et al. 2017). A similar biogenesis role for pachytene piRNA-guided slicing of cluster precursor transcripts is proposed (Gainetdinov et al. 2018; Wu et al. 2020). Taken together, pachytene piRNA-guided PIWI slicing has a function in regulating target transcript levels and in initiating piRNA biogenesis.

In this study, we sought to experimentally determine the in vivo consequence of pachytene piRNA-guided slicer activity on an endogenous mRNA. Using MIWI slicing rules established in vitro (Reuter et al. 2011), we designed two knock-in mouse lines (with a single binding site or ten binding sites) where the piRNA is perfectly complementary to the target site. This resulted in target slicing, as expected (Reuter et al. 2011). We also made two negative control knock-in mouse lines where the binding site for the piRNA on the target is mutated to result in a 2-nt mismatch at the cleavage site (nucleotides 10 and 11 of the piRNA) to prevent slicing, as previously shown in vitro (Reuter et al. 2011). Surprisingly, these negative control targets are also sliced in vivo, upending one of the sacrosanct rules of Argonaute/PIWI slicing. Our study should prompt a revision of the current piRNA-target engagement rules, which are largely based on in vitro slicing assays.

## RESULTS AND DISCUSSION

### Knock-in mice expressing mRNAs with pachytene piRNA binding sites

To study the in vivo consequence of pachytene piRNA-mediated slicing, we prepared knock-in mice where we placed binding sites for a single abundant pachytene piRNA in the 3′UTR of the *Ythdc2* mRNA (Fig. 1A). The germline-specific RNA helicase *Ythdc2* is expressed in meiotic germ cells, including pachytene spermatocytes (Wojtas et al. 2017; Jain et al. 2018). The piRNA we chose (piR-A) starts to be expressed at postnatal day 14 in mouse testes where pachytene spermatocytes are the dominant germ cell type (Girard et al. 2006; Reuter et al. 2011). It continues to increase in abundance in postmeiotic round spermatids in P20 mice and is detected in adult mouse testes. Analysis of PIWI-bound small RNAs from P14, P20 and adult mouse testes shows that piR-A is present in both MIWI and MILI complexes (Reuter et al. 2011).

**FIGURE 1.**
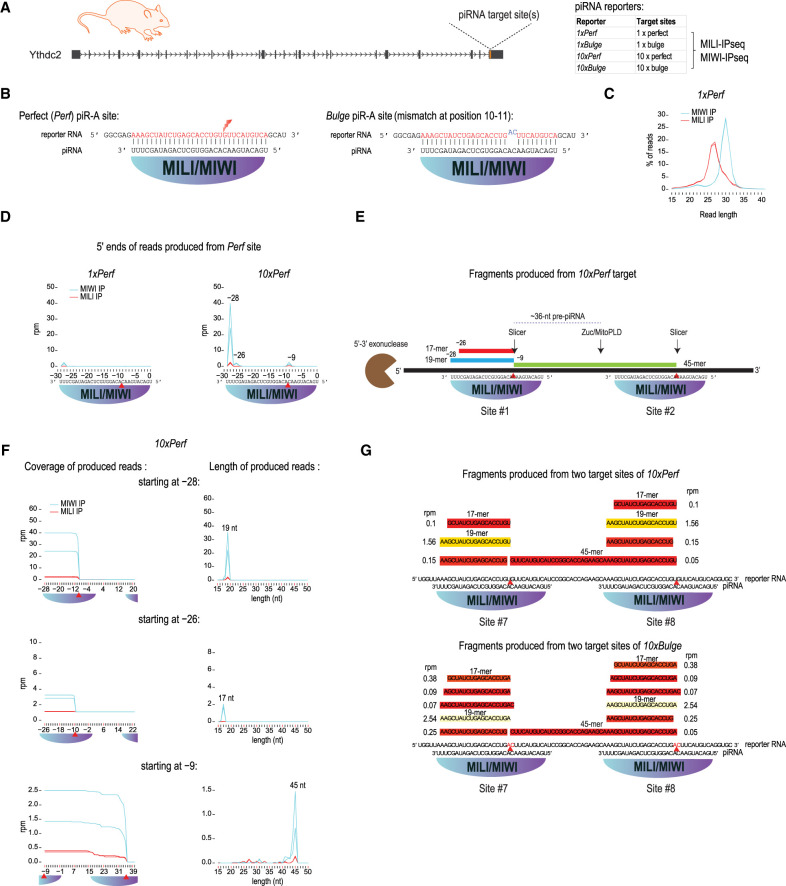
Products of target RNA slicing remain bound to PIWI complexes in mouse testes. (*A*) Perfect or bulge piR-A target sites were inserted into the last exon of *Ythdc2*. Single or 10 tandem sites with spacers were inserted. MILI and MIWI loaded sequences were identified by sequencing of immunoprecipitated RNAs. (*B*) Perfect (*Perf*) piR-A sites were designed to be fully complementary to endogenous piR-A piRNA. The bulge piR-A sites were designed to contain noncomplementary bases to piR-A nucleotides at positions 10 and 11. (*C*) Length profiles of immunoprecipitated small RNAs from *1xPerf* mouse. (*D*) The position (=distance from 5′ nt of targeting piR-A) and abundance of 5′ ends of reads produced from reporter target sites. In the case of *10xPerf*, the metaplot summarizes the read counts from all ten sites. Red triangle refers to expected position of MILI/MIWI cleavage guided by piR-A. (*E*) Schematic overview of RNA fragments identified in MILI/MIWI immunoprecipitations from *10xPerf* mice. (*F*) Coverage of reads is shown separately for RNAs with their 5′ end starting at a specific distance from the first piR-A target nucleotide (=0 distance). These RNAs are of specific lengths, with the 3′ ends always created by MILI/MIWI slicing at a subsequent site. Metaplots summarize the read counts from 10 sites. (*G*) The RNAs produced from sites 7 and 8 in *10xPerf* and *10xBulge* are shown together with their abundance. Reads from MILI and MIWI immunoprecipitations are combined. Only reads with abundance ≥0.05 rpm are shown.

We placed a single perfectly (*1xPerf*) complementary binding site for piR-A in the 3′UTR of *Ythdc2* (Fig. 1B). To increase the chance of interaction between the target and the piRNA/PIWI complexes, we also prepared mice with ten perfectly (*10xPerf*) complementary binding sites that are separated with spacer sequences between them. In vitro slicer assays with immunopurified MIWI complexes isolated from mouse testes previously showed that a target RNA that is perfectly complementary to piR-A is cleaved (Reuter et al. 2011). Since MILI is also a slicer (De Fazio et al. 2011), the *Ythdc2* mRNA with *1xPerf* and *10xPerf* target sites are expected to be sliced by MILI too. As a noncleaving control, we prepared knock-in mice with a single (*1xBulge*) or ten (*10xBulge*) mutated binding sites (Fig. 1B). The mutations result in mismatches with the 10th and 11th nucleotide of the base-paired piR-A, creating the “bulge” and preventing slicing as previously demonstrated in vitro (Reuter et al. 2011).

Knockout of *Ythdc2* causes early spermatogenic arrest in P8 mouse testes, at a time when germ cells enter meiosis (Bailey et al. 2017; Wojtas et al. 2017; Jain et al. 2018), while conditional knockout in meiotic pachytene spermatocytes also results in arrested spermatogenesis (Liu et al. 2021). Slicing of an RNA target via small RNA-guided Argonaute leads to degradation of the RNA, reducing gene expression (Meister 2013). Slicer targets of pachytene piRNAs have lower transcript levels (Goh et al. 2015; Wu et al. 2020), as the RNA is either degraded or consumed during piRNA biogenesis (Han et al. 2015; Homolka et al. 2015; Mohn et al. 2015). However, we did not observe any impact on fertility for any of the four homozygous knock-in lines with piRNA binding sites in *Ythdc2* mRNA. 

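Total RNA from whole testes of adult wild-type, *10xPerf* and *10xBulge* mice was sequenced after depletion of ribosomal RNA, with 2 libraries for each of the 3 genotypes (N1 and N2 from wild type, N3 and N4 from *10xPerf*, N5 and N6 from *10xBulge*). The authors assigned the single-end reads to transcripts with salmon, with its correction for GC content, on GRCm39 with the Ensembl annotation, and deposited normalized read counts per gene from DESeq2 for 51124 genes. Of these, 34847 were above 0 in at least 1 library. The deposited values are not whole reads. Their sums were 59804251 in N1, 56626358 in N2, 49076624 in N3, 57307716 in N4, 50081041 in N5 and 39754103 in N6. For 6151 genes, the values of each library were whole multiples of its most frequent step, which is the worth of 1 read. Dividing each sum by that step gives roughly 41.1 to 61.6 M reads per library, with a median of 52.2 M, as an approximation because the other genes carry further scaling. At this depth 3 reads correspond to between 2.73 and 3.63 normalized counts. For the comparisons, 23782 genes with at least 10 normalized counts in at least 2 libraries were kept, and log2(value + 1) was fitted in limma with a term for each genotype, so that all 6 libraries shared an estimate of the spread. Log2 fold changes are on that scale, which understates the change of low genes, and p-values were adjusted by the Benjamini-Hochberg method. With 2 libraries against 2, an exact permutation test cannot give a p below 0.33. Within genotypes, the Pearson correlation of log2 values across genes was 0.956 for wild type, 0.958 for *10xPerf* and 0.951 for *10xBulge*. The first principal component carried 72.7% of the variance and separated N5 and N6 from the other libraries.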

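Genes with known expression in spermatids, which are postmeiotic germ cells, were lower in *10xBulge* testes. The set of 18 genes, listed before the data were examined, includes protamine and transition protein genes, sperm tail genes and acrosome genes. All 18 were below wild type, with a median log2 fold change of -7.36 (adjusted p = 1.80e-15 from limma's camera test with an inter-gene correlation of 0.01, over 7 sets). That p treats the genes as nearly independent and does not measure the spread between mice. The replicate SD of the set median was 0.38. Each of the 18 had an adjusted p under 0.1 in limma, both over all genes tested and over the list alone. *Acrv1*, an acrosome gene, had 4533 ± 1152 normalized counts (SD, n = 2) in wild type and 198 ± 76.7 (SD, n = 2) in *10xBulge* (log2 fold change -4.54, standard error 0.44, limma adjusted p = 6.09e-05). *Izumo1*, needed for sperm to fuse with the egg, had 1615 ± 428 and 80.9 ± 0.829 normalized counts (log2 fold change -4.28, standard error 0.39, limma adjusted p = 4.63e-05). Scaling by library totals moved the set median most among the other scalings, to -6.97. In *10xPerf* the same set had a median log2 fold change of 0.048 (camera adjusted p = 0.725) and 12 of the 18 genes were higher than in wild type. Genes of spermatocytes, the meiotic cells that precede spermatids, had a median log2 fold change of 0.096 in *10xBulge* (camera adjusted p = 0.299), with 11 of 18 higher.

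**Figure D1:**
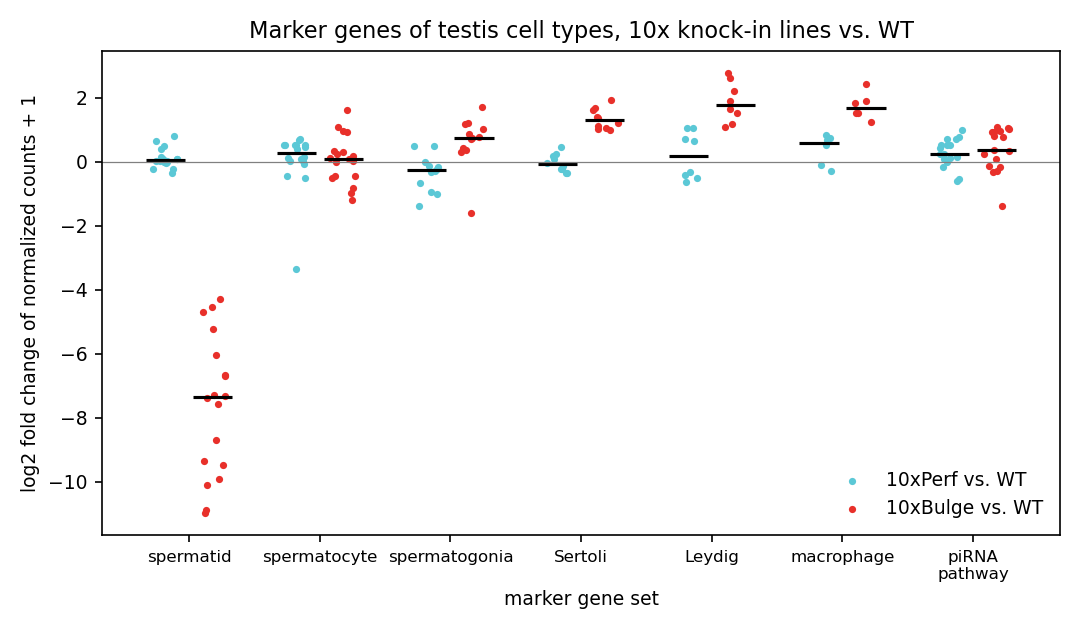
Log2 fold change of normalized counts + 1 for each marker gene (points) in *10xPerf* (light blue) and *10xBulge* (red) against wild type, by cell type set on the horizontal axis; black bars are set medians. The spermatid genes in *10xBulge* lie at or below -4.28, lower than the genes of every other set.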

Although we occasionally noted reduced litter size with the *10xBulge* line which also displayed reduced expression of postmeiotic genes (Supplemental Fig. 1C), all lines were maintained in the laboratory by crossing the homozygous lines. Also, there wasn't any dramatic change in target *Ythdc2* mRNA levels (Supplemental Fig. 1B). 

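*Ythdc2* (ENSMUSG00000034653.12) had 827 normalized counts in N1 and 2412 in N2 of wild type, 1334 in N3 and 1136 in N4 of *10xPerf*, and 1202 in N5 and 2458 in N6 of *10xBulge*. The mean was 1620 ± 1121 (SD, n = 2) in wild type, 1235 ± 140 (SD, n = 2) in *10xPerf* and 1830 ± 888 (SD, n = 2) in *10xBulge*. The log2 fold change against wild type was -0.20 in *10xPerf* (standard error 0.57, 95% confidence interval -1.48 to 1.09, limma adjusted p = 0.939) and 0.28 in *10xBulge* (standard error 0.57, 95% confidence interval -1.00 to 1.57, limma adjusted p = 0.754). Neither difference was larger than the spread between replicates, and changes within these intervals were not detectable with 2 libraries per genotype. Whole-testis values of *10xBulge* carry a further limit, as spermatid genes were far lower there (set median -7.36). A change of *Ythdc2* per cell could be hidden or mimicked by a change in cell types. Scaling by library totals moved the *10xBulge* value to 0.67 (limma adjusted p = 0.452). The wild-type pair differed by 1.54 on the log2 scale, and leaving out N1 or N2 moved the *10xPerf* value to -0.97 or 0.57. The ratio of N1 to N2 followed GC content across genes (Spearman's rho = 0.615 over 12426 protein-coding genes, which are not independent replicates). Removing the GC trend over all libraries, a setting chosen after seeing the data, moved the *Ythdc2* log2 fold change to -0.56 in *10xPerf* (limma adjusted p = 0.862). In *10xBulge* it moved to 0.11 (limma adjusted p = 0.854). From the levels of *Ythdc2* in these lines, the paper states that the target mRNA was not changed dramatically.

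**Figure D2:**
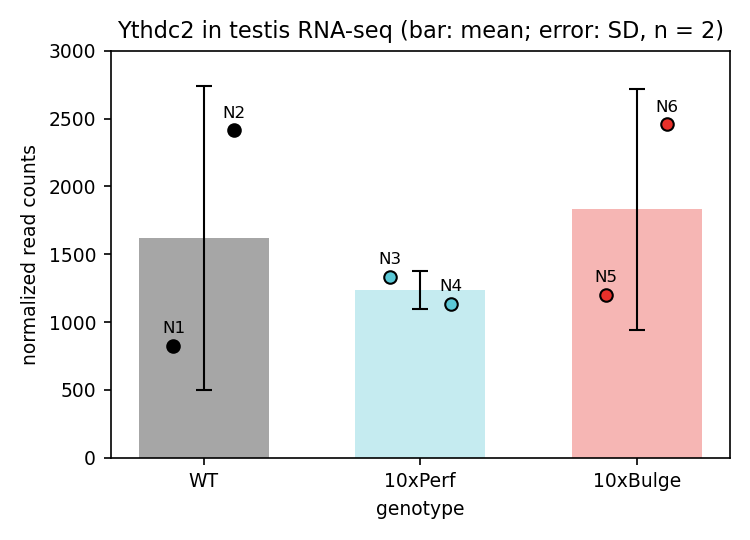
Normalized read counts of *Ythdc2* (vertical axis) by genotype; points are libraries N1 to N6, bars are means and error bars are SD, n = 2. The wild-type libraries at 827 and 2412 enclose both *10xPerf* libraries.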

We conclude that presence of multiple binding sites for an abundant pachytene piRNA in the 3′UTR of *Ythdc2* did not result in gross fertility defects.

### Sliced mRNA target fragments retained within PIWI complexes

To examine whether slicing of the 3′UTR of the *Ythdc2* mRNA results in generation of new piRNAs, we prepared total testicular small RNA libraries (20–40 nt). We used P14 homozygous knock-in *1xPerf* and *1xBulge* mice but did not detect any target-derived small RNAs (data not shown). Since the level of piR-A is higher in later stages of spermatogenesis we next examined adult mouse testes (Girard et al. 2006; Reuter et al. 2011). To potentially enrich for any low levels of generated small RNAs, we immunoprecipitated MILI and MIWI complexes from knock-in mouse lines and wildtype controls. Deep sequencing of the associated RNAs revealed the expected peak read length of ∼26 nt for MILI piRNAs and ∼30 nt for MIWI piRNAs (Fig. 1C).

To detect target-derived RNAs, we mapped the reads to the *Ythdc2* 3′UTR target sequences expressed in the *1xPerf* and the *10xPerf* knock-in mice (Fig. 1D). MIWI/MILI slicing of the target sequence should result in a cleavage after the 10th nucleotide (at position −9) of the targeting piRNA (Fig. 1E; Reuter et al. 2011). This is expected to generate a pre-piRNA fragment with a 5′ monophosphate that matures into a new piRNA, and a by-product fragment with a 3′ hydroxyl group at the site of cleavage that is normally degraded. Mapping of the 5′ ends identify reads that start at position −9, consistent with their origin from slicer cleavage, and others with their 5′ ends at position −26 and −28 nt downstream from the 5′ nucleotide of the targeting piRNA (Fig. 1D). Since very low levels of target-derived sequences are detected in the *1xPerf* mice, we focused our analyses on data obtained from the *10xPerf* mice.

Reads with their 5′ ends at position −9 are not in the piRNA size-range (26–30 nt), indicating that these are not mature piRNAs. Instead, they have a fixed size of 45 nt (Fig. 1E,F) and their 5′ and 3′ ends precisely map to the slicer cleavage sites on two consecutive piRNA targeting sites (Fig. 1G). This shows that while PIWI slicer activity creates the 5′ end of the pre-piRNA fragment, the downstream cleavage at ∼36 nt that is normally expected to be generated by Zuccini/MitoPLD during phased piRNA biogenesis in mice (Yang et al. 2016; Wenda et al. 2017; Gainetdinov et al. 2018; Izumi et al. 2020), did not take place. A defining feature of abundant piRNAs is a uridine (U1) at the 5′ end, with non-U1 piRNAs being rare (Genzor et al. 2021). The pre-piRNA generated from the *10xPerf* target RNA has a guanosine (G1) (Fig. 1B,G), which may be suboptimally loaded into a PIWI protein to enable efficient piRNA biogenesis (Kawaoka et al. 2011). Alternatively, we may conclude that not all MIWI/MILI slicer cleavages can lead to piRNA biogenesis.

The reads with their 5′ ends at positions −26 and −28 have defined lengths of 17 and 19 nt, respectively (Fig. 1F), with their 3′ end at the slicer cleavage site (Fig. 1E,G). This identifies these fragments as the by-product fragments whose 3′ end is generated by MIWI/MILI slicing, while the 5′ end is created by an unknown nuclease that shapes it according to the footprint of the targeting PIWI protein (Fig. 1E). Recombinant MIWI/piRNA complex remains bound to its cleavage products, thereby protecting the two cleaved ends generated by slicer activity (Arif et al. 2022). It is also shown that for similar target-small RNA pairing configurations, sponge and Silkworm PIWI remain bound to their targets much longer than AGO clade Argonautes (Anzelon et al. 2021). We speculate that 5′ → 3′ exonuclease activity like that of XRN1 may act on such a stalled postcatalytic complex, generating the 5′ monophosphate end of the by-product fragment. Taken together, pachytene piRNAs are perfectly complementary to a target mRNA guide slicing in vivo, but the cleavage fragments remain bound to the PIWI complex.

### Unexpected MILI/MIWI slicer activity on targets with cleavage site mismatches

Immunopurified endogenous MIWI fails to slice a target RNA when a 2 nt mismatch (at positions 10 and 11 of the piRNA) exists between the guiding piRNA and the cleavage site (Reuter et al. 2011). Surprisingly, mapping of the sequencing reads from MIWI and MILI complexes isolated from the *10xBulge* knock-in mice revealed the tell-tale signatures of slicer activity (Fig. 2A–C). First, the bulged target is cleaved after the 10th nucleotide of the targeting piRNA, as indicated by the presence of the pre-piRNA fragment with the 5′ nucleotide at a distance −9 from the first nucleotide of the piRNA (Fig. 2C). Second, the 17 and 19 nt by-product fragments are also detected with a common 3′ end at the site of slicer cleavage (Fig. 2D). We examined whether any of the other thousands of pachytene piRNAs can perfectly pair with the mutated binding site but found none (Fig. 2E). This suggests that mismatches at the cleavage site are not inhibitory for slicing of a target RNA by a paired piRNA/PIWI complex in mouse testes. This in vivo observation is in direct contradiction to the piRNA targeting rules previously established for MIWI by in vitro slicer assays (Reuter et al. 2011). This is also very different to the situation with AGO clade Argonautes which are unable to cleave a target with a central mismatch both in vitro and in vivo (Meister 2013).

**FIGURE 2.**
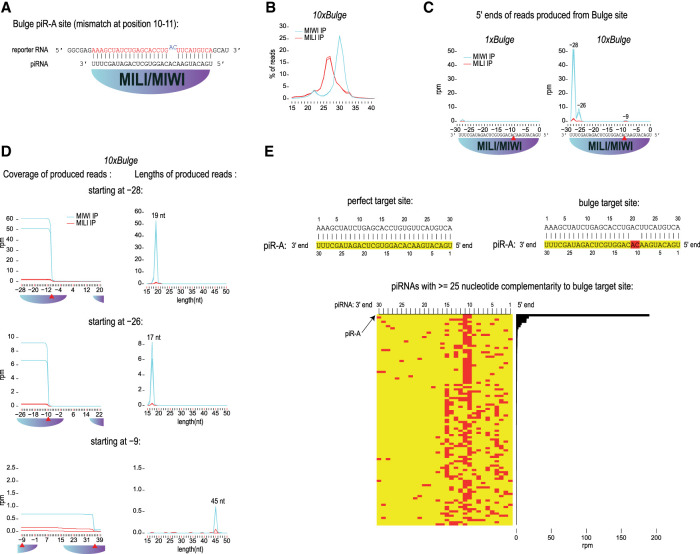
RNA targets with cleavage-site mismatches are sliced by PIWI proteins in vivo. (*A*) The bulge piR-A sites were designed to contain noncomplementary bases to piR-A nucleotides at positions 10 and 11. (*B*) Length profiles of immunoprecipitated small RNAs from *10xBulge* mouse. (*C*) The position (=distance from 5′ nt of targeting piR-A) and abundance of 5′ ends of reads produced from reporter target sites. In the case of *10xBulge*, the metaplot summarizes the read counts from all ten sites. Red triangle refers to expected position of MILI/MIWI cleavage guided by piR-A. (*D*) Coverage of reads is shown separately for RNAs with their 5′ end starting at a specific distance from the first piR-A target nucleotide (=0 distance). These RNAs are of specific lengths, with the 3′ ends always created by MILI/MIWI slicing at a subsequent site. (*E*) Complementary piRNAs potentially targeting the bulge site. The heatmap depicts position of mismatches (in red) between the targeting piRNA and the target site sequence, while the barplot shows the abundance of such piRNAs.

As in *10xPerf*, the pre-piRNA fragment originating from *10xBulge* has a length of 45 nt consistent with its 5′ and 3′ ends being generated by slicer activity from two consecutive bulged piRNA-targeting sites (Figs. 1G, 2D). This observation again reinforces the fact that slicer activity by MIWI and MILI fails to initiate generation of new piRNAs from the targets we examined. The absence of U1 as the 5′ nucleotide (which is a cytidine here) (Figs. 1G, 2) could be the reason for failed entry of the pre-piRNA into the piRNA biogenesis pathway (Kawaoka et al. 2011; Genzor et al. 2021) or it just shows that not all RNA targets of PIWI slicing enter the piRNA biogenesis pathway.

Immunopurified MIWI from mouse testes (Reuter et al. 2011) or a recombinant MIWI/piRNA complex (Arif et al. 2022) is shown to slice RNA targets when the guiding piRNA has a minimum of 21 nt complementarity (positions 2–22 of the piRNA). In vivo studies with mice expressing human pachytene piRNAs showed that signatures of target slicing were observed even when some mismatches (at positions 12–21) existed between the guiding piRNA and the target, as long as guide-target pairing was maintained between positions 2–11 (Goh et al. 2015). Recombinant sponge PIWI/guide RNA complex is also shown to require extensive complementarity (positions 2–16 of the guide) between the 25 nt guide RNA and target for slicing (Anzelon et al. 2021). In fact, increasing the pairing toward the 3′ end (from positions 2–16 to 2–21 of the guide) enhances the slicing activity of sponge PIWI, with no more than 2 nt mismatches (within positions 11–18) tolerated for efficient cleavage (Anzelon et al. 2021). Recent studies indicate that PIWI proteins on their own are inefficient slicers, with the zinc-finger protein GTSF1 being able to enhance the rate of slicing in vitro (Arif et al. 2022). Interestingly, GTSF1 can also reduce the requirement for extensive complementarity by promoting MIWI slicing with just 2–16 nt of the piRNA being paired with the target (Arif et al. 2022). Finally, a recent preprint study reports that GTSF1 can further relax piRNA/MIWI targeting rules, with even targets having a central mismatch being cleaved (Gainetdinov et al. 2022). Taken together, using the four knock-in mouse models we have uncovered important aspects of in vivo PIWI slicer activity that were not previously appreciated, and demonstrated that PIWI slicing rules in vivo are different from those currently established in vitro. The ability of accessory factors to modulate PIWI slicer activity, potentially via affecting PIWI structure, likely explains this deviation in vivo.

## MATERIALS AND METHODS

### Animal work

The transgenic Mouse Facility of the University of Geneva was used to generate the four knock-in mouse lines utilized in this project. This study was approved by the Canton of Geneva (GE-162-19).

### Generation of knock-in mouse lines

Knock-in mice were created by inserting one or ten complementary binding sites for a piRNA (piR-A) in the 3′ UTR of the *Ythdc2* gene (MGI: 2448561; NCBI Gene: 240255). Binding sites are perfectly complementary (*1xPerf* or *10xPerf*) or contain two mismatches (*1xBulge* or *10xBulge*) on the 10th and 11th position relative to the guide RNA. To create these reporter mouse lines, the *Ythdc2* locus of interest was targeted in single cell mouse embryos of the B6D2F1/J hybrid line (also called B6D2; The Jackson Laboratory, stock no. 100006).

Targeting of the locus was achieved by injecting two different guide RNAs (gRNAs from Integrated DNA Technologies) complexed with the Cas9 protein. The first gRNA (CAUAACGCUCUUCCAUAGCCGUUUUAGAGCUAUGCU) targeted the reverse strand at position chr18: 44887792. The second gRNA (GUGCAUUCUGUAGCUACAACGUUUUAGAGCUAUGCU) targeted the reverse strand at position chr18: 44887815. 

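On GRCm38, *Ythdc2* lies on the forward strand of chromosome 18 from 44827746 to 44889724. In the transcript with 30 exons, the stop codon is at 44887686 to 44887688 in exon 29, and exon 30, from 44887789 to 44889717, is 3′ untranslated region over all of its 1929 bp. The DNA form of the first guide, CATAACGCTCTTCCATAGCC, matched the reverse strand from 44887796 to 44887815, and that of the second, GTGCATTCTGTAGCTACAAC, from 44887819 to 44887838. Both are followed by an AGG motif, which Cas9 requires next to the guide match, and each has 1 perfect match on the assembled chromosomes. Cas9 usually cuts 3 bp from this motif. The bases between the cuts so placed run from 44887799 to 44887821, a stretch of 23 bp with the sequence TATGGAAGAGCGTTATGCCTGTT that begins 10 bp after the first base of exon 30. The reference sequence from 44887769 to 44887851 is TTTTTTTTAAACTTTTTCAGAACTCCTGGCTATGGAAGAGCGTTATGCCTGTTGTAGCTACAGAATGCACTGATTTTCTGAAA.

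**Figure D3:**
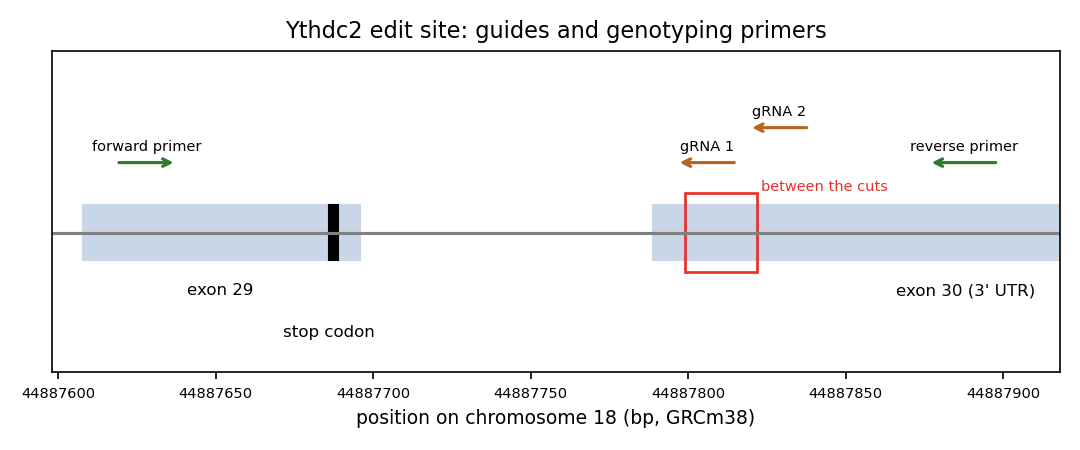
Map of the edited part of *Ythdc2* on chromosome 18 (horizontal axis, position in bp on GRCm38) with exons 29 and 30, the stop codon, both guides and the genotyping primers as arrows in their strand's direction. The red box marks the bases from 44887799 to 44887821, inside exon 30.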

Combination of these two gRNAs and Cas9 endonuclease created a deletion of 23 bp in the last exon (exon 30) of *Ythdc2*. Two ssDNA oligonucleotide templates (Integrated DNA Technologies; 195 bp) containing the required single piRNA binding sites were coinjected. The two multiple binding sites reporter alleles were created by separately coinjecting two pUC57-Kan plasmids containing 10 piR-A binding sites (perfect or bulge) separated by spacers and flanked by homology arms to the *Ythdc2* locus of interest (Supplemental Fig. 2). The gRNAs were composed of two parts: one tracrRNA and one crRNA (sequences as above). The tracrRNA is 67 bases long (Integrated DNA Technologies, Cat. No. 1072533) and is the common part of the guide RNA that binds the Cas9. A mixture of 200 pmol of tracrRNA and crRNA were annealed by incubating 5 min at 95°C in 1xTE buffer, pH 7.5 (Integrated DNA Technologies; Cat. No. 11-05-01-05) and cooling down at room temperature for 30 min. The final volume was 10 µL. Annealed gRNAs were stored at −20°C and then used for mouse single cell embryo injection.

The single cell embryo injection mix was prepared right before the injection. Cas9 protein at 30 ng/µL final concentration (Integrated DNA Technologies; Cat. No. 1081058) was mixed with the annealed gRNAs at 0.6 pmol/µL final concentration. Template DNA was also added to the mix at 20 ng/µL final concentration and the volume was adjusted to 100 µL with TE buffer (pH 7.5). Complex formation was achieved by incubating the mix 10 min at room temperature. Finally, the mix was centrifuged at 13,000 rpm for 5 min at 4°C, and 50 µL of supernatant were collected and placed on ice.

### Genotyping

Primers (Forward: CTCAGGTTGGGGAACAGTTG, Reverse: ACTCTATGCCTCAAATCCACTC A) flanking the targeted insertion region in the mouse *Ythdc2* gene were used to genotype the knock-in alleles. 

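On GRCm38 the forward primer matched chromosome 18 from 44887618 to 44887637, inside exon 29, and the reverse primer matched the opposite strand from 44887876 to 44887898, inside exon 30. Each primer had 1 perfect match on the assembled chromosomes. The amplicon from 44887618 to 44887898 is 281 bp long and holds the stop codon, the 93 bp of intron between both exons and the guide sites.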

The expected PCR product sizes were 281 bp for WT, 320 bp for *1xPerf/1xBulge* and 716 bp for *10xPerf/10xBulge*. PCR reactions were run with Phire Green Hot Start II PCR Master Mix (Thermo) under the following conditions: 98°C for 30 sec, 35 cycles of (98°C for 5 sec, 63°C for 5 sec and 72°C for 10 sec), 72°C for 60 sec, and lastly at 4°C to hold the reaction.

### PIWI immunoprecipitations

Immunoprecipitation from adult mouse testes was conducted as previously reported using anti-MILI and anti-MIWI rabbit polyclonal antibodies (Reuter et al. 2011). MILI- and MIWI-loaded piRNAs were extracted from the bead complexes by phenol–chloroform extraction, after proteinase K treatment.

### RNA library preparation and sequencing

piRNA libraries were prepared with NEBNext Multiplex Small RNA Library Prep Set for Illumina (New England Biolabs, Ref. E7300L) and sequenced at EMBL Genomic Core Facilities in Heidelberg using the NextSeq 500 platform (Illumina).

Total RNA extracted from adult whole testes was used as starting material for the testicular transcriptome sequencing. The Stranded Total RNA Ribo-Zero Plus kit from Illumina was used for the library preparation with 500 ng of total RNA as input. Library molarity and quality were assessed with the Qubit and Tapestation (DNA High sensitivity chip). Libraries were sequenced on a NovaSeq 6000 Illumina sequencer for SR100 reads (iGE3 Genomics Platform, University of Geneva).

### Quantification and statistical analysis of small RNA sequencing

Reads were sorted into individual libraries based on the barcodes, and the 3′ adapter sequences were clipped from the reads using cutadapt (Martin 2011) with only sequences of at least 15 nt left for further analysis (cutadapt parameters: -a AGATCGGAAGAGCACACGTCT -m 15 -e 0.2 -O 4 -q 10 –match-read-wildcards). The reads from small RNA-seq libraries were mapped to the mouse genome (GRCm38: Ensembl release 95) using STAR (Dobin et al. 2013) (with parameters: –runThreadN 10 -outFilterType BySJout –limitOutSJcollapsed 50000000 –limitIObufferSize 1500000000) and length distributions of the reads were plotted. Read counts were normalized to library sizes.

To see whether any piRNAs are produced from the reporters, the reads were mapped by bowtie (Langmead et al. 2009) (with parameters: -v 0 -a –best –strata) to the *Ythdc2* transcript sequence containing individual reporters: *1xPerf, 10xPerf, 1xBulge* and *10xBulge* (Supplemental Fig. 2). We calculated 5′ end and body coverages of the reads produced from individual reporters as well as coverages targeting the reporters. Counts of reads were divided by number of mapped sites and normalized to library sizes (rpm—reads per million). To characterize the overall production of piRNAs from the ten sites of *10xPerf* and *10xBulge* reporters, we also created the metaplots where we summarized the counts of piRNAs produced from individual positions of all ten target sites. The positions refer to the distance from the 5′ end of targeting piR-A piRNA. Therefore, nucleotide at position 0 refers to the nucleotide which pairs with the first nucleotide of piR-A. The position −9 refers to the nucleotide pairing with 10th piR-A nucleotide and is the position of the 5′ end of secondary piRNAs created by MILI or MIWI cleavage.

### Quantification and statistical analysis of long RNA sequencing

The reads from long RNA-seq libraries were mapped to the mouse genome (GRCm39 - Ensembl release 104) using salmon (Patro et al. 2017) (salmon quant with options -1 A –validateMappings–gcBias). Further analysis was performed using R (R Core Team 2017) and Bioconductor (Huber et al. 2015). The DESeq2 (Love et al. 2014) package was used to obtain normalized read counts for individual genes. The Volcano plots were plotted using the EnhancedVolcano function from the EnhancedVolcano 1.3.5 package (https://github.com/kevinblighe/EnhancedVolcano). To visualize expression of dysregulated genes across spermatogenic populations (NCBI: PRJNA317251), we calculated the *z*-scores of log_2_ expression (reads per million) for each of those genes and plotted the boxplots for individual samples. Similarly, the heatmap of *z*-scores was plotted using pheatmap 1.0.12.

## DATA DEPOSITION

The sequencing data generated in the study are deposited with the Gene Expression Omnibus (GEO: GSE219200).

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

# Supplementary material for: In vivo PIWI slicing in mouse testes deviates from rules established in vitro
**Source:** RNA. 2023 Mar;29(3):308–16. doi: 10.1261/rna.079349.122
**Supplement:** Supplemental Material

In vivo PIWI slicing in mouse testes deviates from rules established in vitro — Supplemental Material 

# In vivo PIWI slicing in mouse testes deviates from rules established in vitro

## Supplemental Material

- Supplemental\_Figure\_1.pdf
- Supplemental\_Figure\_2.pdf
- Supplemental\_Figure\_Legends.docx

# Supplementary material for: In vivo PIWI slicing in mouse testes deviates from rules established in vitro
**Source:** RNA. 2023 Mar;29(3):308–16. doi: 10.1261/rna.079349.122

Expression of dysregulated genes in spermatogenic populations  
10xPerf vs. WT

A

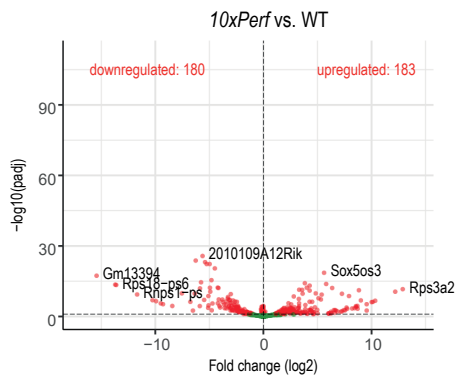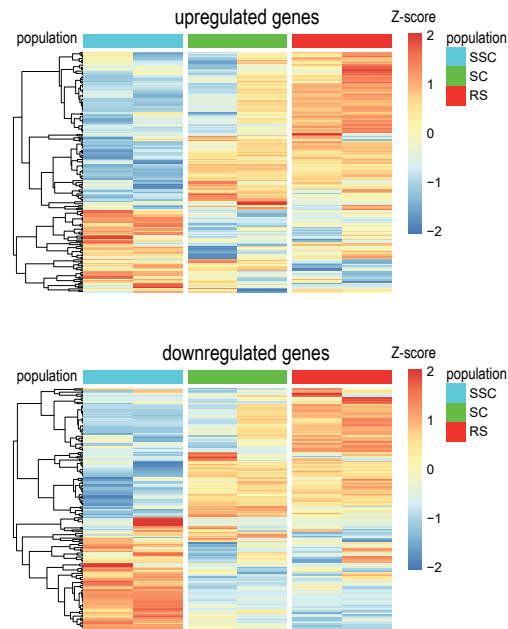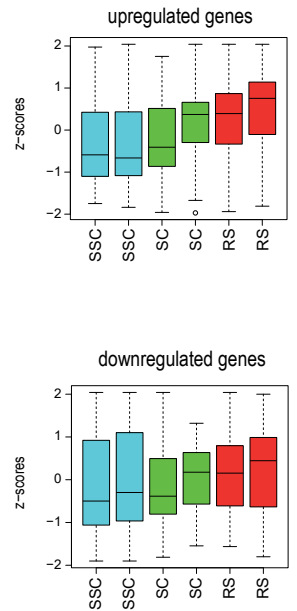

B

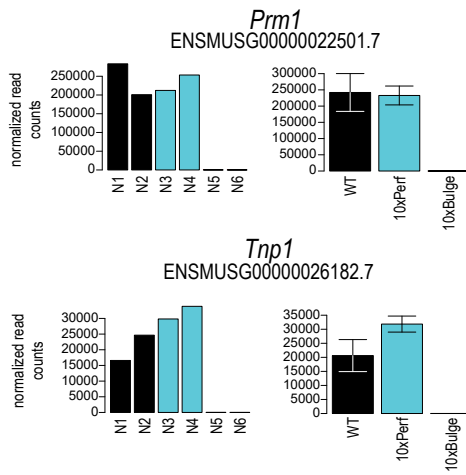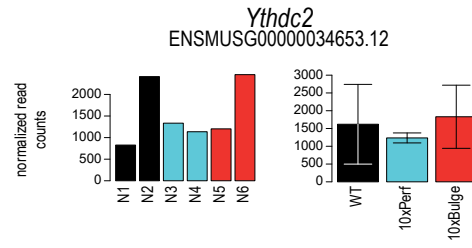

C

Expression of dysregulated genes in spermatogenic populations  
10xBulge vs. WT

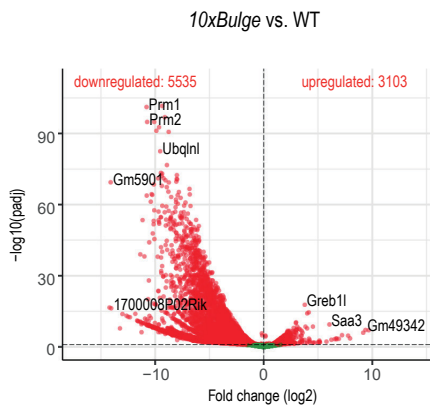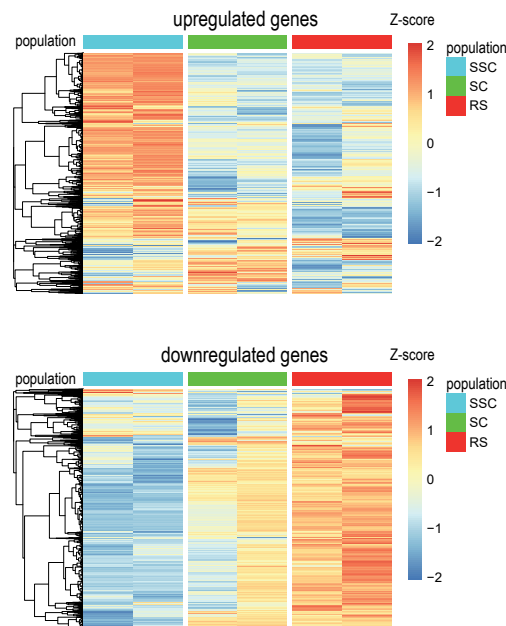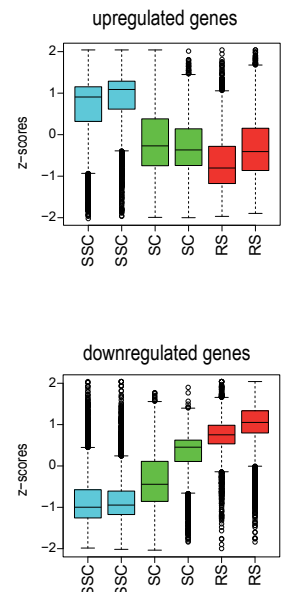

**Supplement:** Supplemental Material

# Supplementary material for: In vivo PIWI slicing in mouse testes deviates from rules established in vitro
**Source:** RNA. 2023 Mar;29(3):308–16. doi: 10.1261/rna.079349.122
**Supplement:** Supplemental Material

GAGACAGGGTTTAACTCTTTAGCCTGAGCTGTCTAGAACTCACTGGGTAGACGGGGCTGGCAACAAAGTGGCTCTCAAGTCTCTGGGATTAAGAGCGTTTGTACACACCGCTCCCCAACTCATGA  
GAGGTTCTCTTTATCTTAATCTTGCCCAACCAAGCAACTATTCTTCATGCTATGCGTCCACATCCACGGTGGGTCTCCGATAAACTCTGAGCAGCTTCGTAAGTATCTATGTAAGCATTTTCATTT  
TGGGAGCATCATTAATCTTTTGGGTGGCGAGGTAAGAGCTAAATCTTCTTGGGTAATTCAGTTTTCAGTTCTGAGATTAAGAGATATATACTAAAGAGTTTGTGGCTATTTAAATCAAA  
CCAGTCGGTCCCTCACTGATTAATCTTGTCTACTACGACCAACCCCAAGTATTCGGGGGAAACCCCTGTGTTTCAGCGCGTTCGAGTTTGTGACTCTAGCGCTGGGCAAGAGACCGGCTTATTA  
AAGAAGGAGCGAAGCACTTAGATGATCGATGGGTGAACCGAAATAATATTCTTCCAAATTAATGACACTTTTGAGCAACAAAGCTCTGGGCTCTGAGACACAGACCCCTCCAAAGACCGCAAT  
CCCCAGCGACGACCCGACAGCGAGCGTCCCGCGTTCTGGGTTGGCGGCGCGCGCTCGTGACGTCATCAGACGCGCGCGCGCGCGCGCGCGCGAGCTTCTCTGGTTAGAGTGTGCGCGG  
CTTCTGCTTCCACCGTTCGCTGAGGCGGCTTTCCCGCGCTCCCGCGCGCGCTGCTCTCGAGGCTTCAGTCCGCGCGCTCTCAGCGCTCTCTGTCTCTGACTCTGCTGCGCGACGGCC  
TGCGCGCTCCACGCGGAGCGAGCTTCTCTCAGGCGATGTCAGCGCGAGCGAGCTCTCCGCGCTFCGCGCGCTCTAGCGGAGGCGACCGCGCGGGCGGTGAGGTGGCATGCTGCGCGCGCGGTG  
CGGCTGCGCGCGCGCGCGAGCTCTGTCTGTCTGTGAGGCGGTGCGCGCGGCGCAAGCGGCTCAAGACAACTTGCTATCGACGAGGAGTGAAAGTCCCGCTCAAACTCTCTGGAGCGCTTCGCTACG  
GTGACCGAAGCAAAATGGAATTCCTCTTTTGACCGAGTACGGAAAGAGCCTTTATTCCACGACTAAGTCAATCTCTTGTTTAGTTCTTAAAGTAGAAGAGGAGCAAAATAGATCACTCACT  
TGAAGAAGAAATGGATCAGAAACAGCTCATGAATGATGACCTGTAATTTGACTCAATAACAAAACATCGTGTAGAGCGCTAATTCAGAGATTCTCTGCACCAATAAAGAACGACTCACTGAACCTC  
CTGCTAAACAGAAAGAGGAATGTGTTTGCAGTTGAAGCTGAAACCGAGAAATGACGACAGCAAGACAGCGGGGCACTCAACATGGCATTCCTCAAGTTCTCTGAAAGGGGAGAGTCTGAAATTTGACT  
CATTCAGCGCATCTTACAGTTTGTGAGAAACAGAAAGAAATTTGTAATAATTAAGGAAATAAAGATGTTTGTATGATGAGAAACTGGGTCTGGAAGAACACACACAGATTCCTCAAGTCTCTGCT  
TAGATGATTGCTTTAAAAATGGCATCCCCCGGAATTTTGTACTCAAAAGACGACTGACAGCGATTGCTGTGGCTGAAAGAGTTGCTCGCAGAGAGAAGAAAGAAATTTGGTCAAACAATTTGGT  
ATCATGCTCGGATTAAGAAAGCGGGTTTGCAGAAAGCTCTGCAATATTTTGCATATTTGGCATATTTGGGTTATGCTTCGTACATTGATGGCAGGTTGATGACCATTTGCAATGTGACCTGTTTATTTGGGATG  
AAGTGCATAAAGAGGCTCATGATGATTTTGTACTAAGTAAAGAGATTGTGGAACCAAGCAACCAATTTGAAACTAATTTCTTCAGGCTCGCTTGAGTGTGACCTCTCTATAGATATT  
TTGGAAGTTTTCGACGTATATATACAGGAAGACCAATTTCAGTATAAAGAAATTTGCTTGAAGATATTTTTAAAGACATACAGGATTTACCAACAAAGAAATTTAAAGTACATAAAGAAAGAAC  
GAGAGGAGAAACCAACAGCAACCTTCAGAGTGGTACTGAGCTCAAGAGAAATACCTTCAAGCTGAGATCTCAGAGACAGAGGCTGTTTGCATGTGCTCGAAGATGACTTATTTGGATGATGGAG  
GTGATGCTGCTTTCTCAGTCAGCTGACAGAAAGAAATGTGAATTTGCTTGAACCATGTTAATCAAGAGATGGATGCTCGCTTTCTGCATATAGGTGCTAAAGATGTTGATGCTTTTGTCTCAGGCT  
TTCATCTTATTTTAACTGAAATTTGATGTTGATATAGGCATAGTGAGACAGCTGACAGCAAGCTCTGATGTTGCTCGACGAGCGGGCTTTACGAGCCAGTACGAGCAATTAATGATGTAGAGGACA  
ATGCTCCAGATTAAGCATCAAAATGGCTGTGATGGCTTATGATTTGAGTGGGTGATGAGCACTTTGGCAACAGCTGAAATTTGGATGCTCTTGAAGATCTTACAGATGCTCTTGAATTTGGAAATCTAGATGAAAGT

>10xPerf

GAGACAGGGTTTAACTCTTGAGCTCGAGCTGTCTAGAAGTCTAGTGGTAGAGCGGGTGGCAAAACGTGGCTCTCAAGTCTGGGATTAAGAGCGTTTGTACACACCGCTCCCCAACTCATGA  
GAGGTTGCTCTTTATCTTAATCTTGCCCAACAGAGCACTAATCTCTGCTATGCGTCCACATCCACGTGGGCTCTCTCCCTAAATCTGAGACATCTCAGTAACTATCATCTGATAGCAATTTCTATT  
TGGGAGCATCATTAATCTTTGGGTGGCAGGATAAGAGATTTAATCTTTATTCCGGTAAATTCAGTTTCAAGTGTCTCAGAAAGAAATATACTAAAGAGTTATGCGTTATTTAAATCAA  
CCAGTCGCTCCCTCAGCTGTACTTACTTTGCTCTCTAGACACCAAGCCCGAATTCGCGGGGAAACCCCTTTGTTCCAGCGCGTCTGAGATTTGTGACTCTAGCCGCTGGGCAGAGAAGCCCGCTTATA  
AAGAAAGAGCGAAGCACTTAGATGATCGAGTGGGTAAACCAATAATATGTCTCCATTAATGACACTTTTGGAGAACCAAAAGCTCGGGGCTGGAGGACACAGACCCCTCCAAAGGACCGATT  
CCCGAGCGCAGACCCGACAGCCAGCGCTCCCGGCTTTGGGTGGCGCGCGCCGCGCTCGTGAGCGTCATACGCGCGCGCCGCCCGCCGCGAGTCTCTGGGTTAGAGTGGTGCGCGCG  
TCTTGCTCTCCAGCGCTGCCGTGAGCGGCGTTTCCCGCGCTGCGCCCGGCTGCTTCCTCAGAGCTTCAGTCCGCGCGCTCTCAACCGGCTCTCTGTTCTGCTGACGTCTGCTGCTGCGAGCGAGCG  
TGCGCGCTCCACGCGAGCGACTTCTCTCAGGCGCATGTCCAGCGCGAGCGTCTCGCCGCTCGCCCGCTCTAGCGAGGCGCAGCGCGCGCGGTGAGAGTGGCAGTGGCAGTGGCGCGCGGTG  
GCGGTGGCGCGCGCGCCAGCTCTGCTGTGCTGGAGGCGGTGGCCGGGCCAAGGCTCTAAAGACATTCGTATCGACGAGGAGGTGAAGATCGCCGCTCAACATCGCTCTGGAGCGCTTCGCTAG  
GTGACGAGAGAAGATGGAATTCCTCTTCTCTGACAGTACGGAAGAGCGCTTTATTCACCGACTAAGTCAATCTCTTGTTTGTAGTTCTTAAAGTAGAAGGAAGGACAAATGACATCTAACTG  
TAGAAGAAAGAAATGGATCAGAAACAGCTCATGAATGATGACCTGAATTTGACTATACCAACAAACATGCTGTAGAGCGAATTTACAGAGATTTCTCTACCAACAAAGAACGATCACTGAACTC  
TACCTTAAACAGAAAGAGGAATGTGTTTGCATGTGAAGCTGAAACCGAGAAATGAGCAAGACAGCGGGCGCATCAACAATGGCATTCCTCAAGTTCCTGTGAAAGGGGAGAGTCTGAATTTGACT  
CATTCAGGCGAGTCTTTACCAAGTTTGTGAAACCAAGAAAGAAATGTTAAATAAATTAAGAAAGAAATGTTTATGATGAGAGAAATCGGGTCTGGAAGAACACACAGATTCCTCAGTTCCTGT  
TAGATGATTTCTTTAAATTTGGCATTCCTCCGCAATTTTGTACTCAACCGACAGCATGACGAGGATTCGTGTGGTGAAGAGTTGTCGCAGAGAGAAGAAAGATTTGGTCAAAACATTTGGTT  
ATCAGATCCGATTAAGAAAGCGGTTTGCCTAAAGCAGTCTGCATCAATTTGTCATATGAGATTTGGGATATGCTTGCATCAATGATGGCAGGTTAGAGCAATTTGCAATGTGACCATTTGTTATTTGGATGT  
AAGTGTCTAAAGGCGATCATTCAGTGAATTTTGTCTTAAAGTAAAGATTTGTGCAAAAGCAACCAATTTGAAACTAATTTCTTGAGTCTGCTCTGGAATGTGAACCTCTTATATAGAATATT  
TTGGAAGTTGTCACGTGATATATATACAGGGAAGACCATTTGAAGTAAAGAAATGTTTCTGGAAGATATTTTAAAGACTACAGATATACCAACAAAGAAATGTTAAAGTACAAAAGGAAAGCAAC  
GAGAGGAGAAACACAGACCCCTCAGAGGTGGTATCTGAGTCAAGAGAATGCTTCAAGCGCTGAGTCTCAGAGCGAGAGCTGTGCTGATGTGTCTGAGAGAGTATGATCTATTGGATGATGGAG  
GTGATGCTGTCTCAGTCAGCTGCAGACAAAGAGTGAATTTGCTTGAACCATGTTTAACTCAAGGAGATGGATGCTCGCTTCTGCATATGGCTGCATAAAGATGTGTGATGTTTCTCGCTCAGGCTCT  
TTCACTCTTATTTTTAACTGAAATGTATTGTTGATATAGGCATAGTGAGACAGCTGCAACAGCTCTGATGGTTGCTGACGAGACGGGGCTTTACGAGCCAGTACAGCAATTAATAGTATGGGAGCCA  
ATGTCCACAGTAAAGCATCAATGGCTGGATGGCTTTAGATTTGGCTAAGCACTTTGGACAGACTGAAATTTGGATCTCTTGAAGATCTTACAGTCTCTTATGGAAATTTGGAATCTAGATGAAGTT  
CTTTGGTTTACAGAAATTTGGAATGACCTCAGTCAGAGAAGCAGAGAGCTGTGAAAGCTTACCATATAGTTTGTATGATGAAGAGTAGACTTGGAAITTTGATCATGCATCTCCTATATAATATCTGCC  
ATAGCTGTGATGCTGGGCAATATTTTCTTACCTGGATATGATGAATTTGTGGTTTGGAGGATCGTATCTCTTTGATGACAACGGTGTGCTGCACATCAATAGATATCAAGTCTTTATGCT  
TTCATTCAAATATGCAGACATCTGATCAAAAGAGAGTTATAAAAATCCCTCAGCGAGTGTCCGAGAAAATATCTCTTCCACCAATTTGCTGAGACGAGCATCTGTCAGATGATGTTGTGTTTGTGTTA  
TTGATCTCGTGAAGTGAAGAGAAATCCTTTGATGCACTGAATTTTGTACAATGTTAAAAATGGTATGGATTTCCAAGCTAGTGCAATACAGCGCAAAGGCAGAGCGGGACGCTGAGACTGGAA  
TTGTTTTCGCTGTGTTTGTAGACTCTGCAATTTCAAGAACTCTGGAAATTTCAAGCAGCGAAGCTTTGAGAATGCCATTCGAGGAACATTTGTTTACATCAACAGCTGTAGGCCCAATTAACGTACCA  
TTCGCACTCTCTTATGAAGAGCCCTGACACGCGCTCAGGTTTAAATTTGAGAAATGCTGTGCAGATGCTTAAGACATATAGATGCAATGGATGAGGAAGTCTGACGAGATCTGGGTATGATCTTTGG  
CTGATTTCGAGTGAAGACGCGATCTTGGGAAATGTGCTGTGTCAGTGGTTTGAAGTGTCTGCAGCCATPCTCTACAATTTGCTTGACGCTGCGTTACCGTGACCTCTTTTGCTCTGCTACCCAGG  
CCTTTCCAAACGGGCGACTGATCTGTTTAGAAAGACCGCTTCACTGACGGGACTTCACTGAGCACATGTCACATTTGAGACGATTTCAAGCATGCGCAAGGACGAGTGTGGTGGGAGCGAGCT  
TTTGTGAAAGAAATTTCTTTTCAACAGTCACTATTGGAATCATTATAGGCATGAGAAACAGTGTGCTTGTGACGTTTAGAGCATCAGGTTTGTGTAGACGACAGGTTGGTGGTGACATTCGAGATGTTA  
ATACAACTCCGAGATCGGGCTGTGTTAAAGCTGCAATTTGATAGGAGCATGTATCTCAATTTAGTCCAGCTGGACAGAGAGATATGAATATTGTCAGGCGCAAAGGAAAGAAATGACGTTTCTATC  
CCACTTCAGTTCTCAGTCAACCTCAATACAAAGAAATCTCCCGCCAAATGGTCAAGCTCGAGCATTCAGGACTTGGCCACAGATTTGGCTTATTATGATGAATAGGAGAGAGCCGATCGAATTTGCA  
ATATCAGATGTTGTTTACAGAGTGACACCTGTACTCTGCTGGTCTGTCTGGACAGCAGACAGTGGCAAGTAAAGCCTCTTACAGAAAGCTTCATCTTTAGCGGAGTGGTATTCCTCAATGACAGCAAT  
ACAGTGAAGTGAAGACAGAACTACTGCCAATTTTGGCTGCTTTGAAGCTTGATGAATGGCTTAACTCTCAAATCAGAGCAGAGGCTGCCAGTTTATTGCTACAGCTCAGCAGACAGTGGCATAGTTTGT  
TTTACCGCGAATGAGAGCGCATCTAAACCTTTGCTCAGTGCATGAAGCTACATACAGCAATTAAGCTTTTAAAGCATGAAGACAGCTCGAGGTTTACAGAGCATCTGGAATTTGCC  
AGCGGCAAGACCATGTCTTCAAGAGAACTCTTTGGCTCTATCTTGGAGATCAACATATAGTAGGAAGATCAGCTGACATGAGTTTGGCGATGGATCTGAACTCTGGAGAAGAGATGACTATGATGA  
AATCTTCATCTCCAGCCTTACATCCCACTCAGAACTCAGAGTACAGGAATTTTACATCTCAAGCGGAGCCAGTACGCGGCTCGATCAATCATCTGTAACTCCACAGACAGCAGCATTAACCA  
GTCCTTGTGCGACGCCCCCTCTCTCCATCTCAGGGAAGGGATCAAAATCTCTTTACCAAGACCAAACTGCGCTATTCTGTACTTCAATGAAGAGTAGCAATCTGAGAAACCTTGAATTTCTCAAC  
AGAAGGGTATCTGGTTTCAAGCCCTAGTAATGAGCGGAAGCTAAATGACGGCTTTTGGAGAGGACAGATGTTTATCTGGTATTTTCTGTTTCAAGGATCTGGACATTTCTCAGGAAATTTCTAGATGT  
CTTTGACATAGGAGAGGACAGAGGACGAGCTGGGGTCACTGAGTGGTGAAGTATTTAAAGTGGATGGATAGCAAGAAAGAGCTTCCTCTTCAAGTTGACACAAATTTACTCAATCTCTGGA  
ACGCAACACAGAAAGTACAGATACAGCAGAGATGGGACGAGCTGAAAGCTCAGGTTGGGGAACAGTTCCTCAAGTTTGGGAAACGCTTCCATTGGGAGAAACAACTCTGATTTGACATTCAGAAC  
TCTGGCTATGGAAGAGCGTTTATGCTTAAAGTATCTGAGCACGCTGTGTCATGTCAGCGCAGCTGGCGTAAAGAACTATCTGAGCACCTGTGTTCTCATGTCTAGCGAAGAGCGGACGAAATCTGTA  
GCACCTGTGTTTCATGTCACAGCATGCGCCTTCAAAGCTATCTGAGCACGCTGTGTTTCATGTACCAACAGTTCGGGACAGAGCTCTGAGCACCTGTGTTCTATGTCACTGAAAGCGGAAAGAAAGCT  
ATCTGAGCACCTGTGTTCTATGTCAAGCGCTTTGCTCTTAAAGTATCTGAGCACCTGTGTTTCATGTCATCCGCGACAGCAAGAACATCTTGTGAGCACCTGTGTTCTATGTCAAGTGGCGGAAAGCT  
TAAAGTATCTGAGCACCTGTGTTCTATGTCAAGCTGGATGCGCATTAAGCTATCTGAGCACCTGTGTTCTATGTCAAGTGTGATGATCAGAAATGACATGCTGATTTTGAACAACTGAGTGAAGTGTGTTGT  
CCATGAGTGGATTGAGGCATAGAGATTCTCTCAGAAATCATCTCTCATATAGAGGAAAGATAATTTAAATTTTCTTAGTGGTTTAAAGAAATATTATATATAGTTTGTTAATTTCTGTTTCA  
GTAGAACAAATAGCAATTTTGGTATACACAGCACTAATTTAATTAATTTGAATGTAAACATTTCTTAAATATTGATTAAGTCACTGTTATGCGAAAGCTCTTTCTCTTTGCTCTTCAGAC  
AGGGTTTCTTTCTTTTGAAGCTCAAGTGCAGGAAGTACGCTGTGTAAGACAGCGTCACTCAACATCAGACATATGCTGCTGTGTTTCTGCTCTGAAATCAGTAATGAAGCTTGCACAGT

>10xBulge

Inserted sequence

# Supplementary material for: In vivo PIWI slicing in mouse testes deviates from rules established in vitro
**Source:** RNA. 2023 Mar;29(3):308–16. doi: 10.1261/rna.079349.122
**Supplement:** Supplemental Material

**SUPPLEMENTARY FIGURE LEGENDS**

**Supplementary Figure 1. Testicular gene expression of *10xPerf* and *10xBulge* lines**

1. 

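At an adjusted p under 0.1 in limma, 111 genes were higher and 117 lower in *10xPerf* than in wild type. With a pseudocount of 0.1 in place of 1, 40 were higher and 65 lower. Of the 228 genes, 82 had both libraries of 1 genotype listed at 0, and 69 were annotated as pseudogenes, whose reads can be shared with near-identical copies, so that these values are uncertain. *Gm13394*, a processed pseudogene, had 4818 and 3733 normalized counts in wild type and was listed at 0 in both *10xPerf* libraries (limma adjusted p = 1.33e-05). *Rps18-ps6* had 1714 and 1061 in wild type and was also listed at 0 in both *10xPerf* libraries, as was *Rnps1-ps*, with 414 and 440 in wild type. *Rps18-ps5* had 1830 and 1088 in wild type and was listed at 0 in *10xPerf*. *2010109A12Rik* was at 1173 ± 60.7 normalized counts (SD, n = 2) in wild type and 22.5 ± 7.29 (SD, n = 2) in *10xPerf* (log2 fold change -5.68, standard error 0.45, limma adjusted p = 0.00101). In the other direction, *Sox5os3* was at 13.4 ± 4.66 and 718 ± 93.1 (log2 fold change 5.67, standard error 0.60, limma adjusted p = 0.00418, which became 0.142 with a pseudocount of 0.1). *Rps3a2*, *Rpl34-ps1* and *Klrb1* were listed at 0 in both wild-type libraries. In N3 and N4 they had 732 and 1066, 978 and 2071, and 548 and 721 normalized counts, in that order.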

Gene expression changes in *10xPerf* are shown in volcano plot with significantly dysregulated genes in red (padj <0.1). Z-scores of log2 expression of the dysregulated genes are shown in populations of spermatogonial stem cells (SSC), spermatocytes (SC) and spermatids (RS) as heatmap and boxplot.
2. 

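*Prm1* encodes a protamine and *Tnp1* a transition protein, which replace histones in the spermatid nucleus. *Prm1* had 283135 and 200780 normalized counts in wild type, 212207 and 253312 in *10xPerf*, and 187 and 74.2 in *10xBulge*. Its log2 fold change was -10.97 in *10xBulge* (standard error 0.51, limma adjusted p = 4.39e-06) and -0.040 in *10xPerf* (standard error 0.51, limma adjusted p = 0.987). *Tnp1* had 16590 and 24653 normalized counts in wild type, 29823 and 33857 in *10xPerf*, and 26.4 and 15.5 in *10xBulge*. Its log2 fold change was -9.89 in *10xBulge* (standard error 0.43, limma adjusted p = 3.77e-06) and 0.65 in *10xPerf* (standard error 0.43, limma adjusted p = 0.853). In *10xPerf*, neither difference was past the threshold. The *10xBulge* values of both genes were above the worth of 3 reads in N5 and N6.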

Gene expression of selected genes in wild-type, *10xPerf* and *10xBulge* lines.
3. 

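In *10xBulge*, 2712 genes were higher and 5466 lower than in wild type at an adjusted p under 0.1 in limma, so that 33.2% of the genes past the threshold were higher. Scaling by library totals gave 5778 higher and 4791 lower, 54.7% higher, and moved the median log2 fold change of all genes from -0.026 to 0.35. *Prm2*, a further protamine gene, was at 140450 ± 47538 normalized counts (SD, n = 2) in wild type and 79.1 ± 49.2 (SD, n = 2) in *10xBulge* (log2 fold change -10.88, standard error 0.52, limma adjusted p = 4.39e-06). *Ubqlnl* was at 10351 ± 2456 and 13.4 ± 1.24 (log2 fold change -9.47, standard error 0.38, limma adjusted p = 3.77e-06), and *1700012A03Rik* at 7633 ± 1814 and 3.13 ± 0.640. *Gm5901* had 9675 and 6685 normalized counts in wild type and 0.679 and 0.182 in *10xBulge*, less than 3 reads in each library. *1700008P02Rik*, with 1872 and 1437 in wild type, and *Gm614*, with 1520 and 2124, were listed at 0 in both *10xBulge* libraries. Among the genes that rose, *Greb1l* was at 79.1 ± 16.4 in wild type and 1153 ± 95.5 in *10xBulge* (log2 fold change 3.86, standard error 0.39, limma adjusted p = 8.52e-05). *Saa3* had 1.29 and 2.33 normalized counts in wild type, under 3 reads, and 119 and 156 in *10xBulge*. *Gm49342* and *Gm15459* were listed at 0 in wild type and had 152 and 96.3, and 51.6 and 50.1 normalized counts in *10xBulge*. Both were also higher in *10xPerf*, where *Gm49342* had 50.1 and 46.5 normalized counts (limma adjusted p = 0.00387) and *Gm15459* had 33.3 and 25.7 (limma adjusted p = 0.0104).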

Gene expression changes in *10xBulge* are shown in volcano plot with significantly dysregulated genes in red (padj <0.1). Z-scores of log2 expression of the dysregulated genes are shown in populations of spermatogonial stem cells (SSC), spermatocytes (SC) and spermatids (RS) as heatmap and boxplot.

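A z-score states how far a gene's log2 expression in a given population lies from that gene's mean over the populations, in units of its SD, so that genes of different abundance can share a color scale. The stem cell, spermatocyte and spermatid values come from another data set that is not analysed here. A z-score carries no information on the absolute level of a gene.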

**Supplementary Figure 2. The *Ythdc2* reporter sequences.** Inserted sequences within the endogenous genomic sequences are highlighted in turquoise.

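The sequences give the modified *Ythdc2* alleles with the piR-A sites placed in the 3′ untranslated region. In the *Perf* alleles each site pairs with piR-A along its length, and in the *Bulge* alleles the bases opposite the piRNA nucleotides next to the cleavage site do not pair. The multiple sites are separated by spacer sequences. By the paper's PCR product sizes, the alleles with a single site are 39 bp longer than wild type between the genotyping primers, and those with multiple sites 435 bp longer.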

How the deposited data were processed for this re-analysis (not part of the article)

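Testis RNA-seq libraries from wild-type, *10xPerf* and *10xBulge* mice, 2 per genotype, were analysed. The MILI and MIWI immunoprecipitation libraries of the study were mapped to their genotypes but are not analysed here. The replicates of a genotype carry different library numbers in each genotype, so no pairing between genotypes was used.

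The authors assigned the reads to GRCm39 with Ensembl transcripts by salmon with its GC correction, and used DESeq2 to obtain the deposited normalized counts, a signal per gene and library that is not whole reads. Only 17.7% of the genes above 0 are whole multiples of a single step in every library, so reads were not recovered. The authors also deposited the log2 fold changes of each knock-in line against wild type from DESeq2, and the adjusted p-values of the same comparisons. The deposited mean over all libraries equals the mean of the 6 columns. Every numeric column of the table was matched to a library, to that mean or to a comparison of the authors.

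From the normalized counts, genes with at least 10 in at least 2 libraries were kept (23782 genes), and log2(value + 1) was fitted with limma 3.58.1 in R 4.3.3, with a term per genotype and a mean-variance trend. The adjusted p threshold of 0.1 is that of the legend of Supplemental Fig. 1. The design set before the data were examined named a count test for counts and limma for normalized values. As the table holds normalized values, limma was used, and count tests were not run. The filter of 10 was chosen after the unit of the table was known and before any test. Sets of marker genes for spermatids, spermatocytes, spermatogonia, Sertoli cells, Leydig cells, macrophages and the piRNA pathway were tested with camera at an inter-gene correlation of 0.01, adjusted over the 7 sets. Camera p-values become too small where the genes of a set move together more than this. They do not measure the spread between mice. The sets were listed before the data were examined. Genes are named if the text or Supplemental Fig. 1 names them, if they are in a marker set, or if they are among the 3 genes with the smallest p in a direction of a comparison, past the threshold and without overlap between the libraries of both genotypes.

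The procedure was tested on simulated data for 23782 genes with the means and spread of the real libraries and 200 genes changed. At an adjusted p under 0.1 it recovered 76% of the genes changed by 4 on the log2 scale and 18% of those changed by 2. Of the calls, 10.5% were unchanged genes, and 0 genes were called in the comparison without changes. Small changes are therefore often missed with 2 libraries per genotype where few genes change, as in *10xPerf*. These shares do not carry over to *10xBulge*, where 2712 genes were higher and 5466 lower, so that the adjusted threshold is less strict. The simulated noise was independent between genes and had no trend shared across genes, such as that with GC content.

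The alternatives were scaling by library totals or by the upper quartile, no filter beyond a value of 1 in 1 library, a filter of 10 in every library, a fit of only the 2 genotypes compared, an adjusted p under 0.05, a fold change of at least 2, pseudocounts of 0.1 and 10, and leaving out each library in turn. Chosen after seeing the data were the removal of each library's trend with GC content (loess with a span of 0.3, over all libraries or within genotypes), a trimmed mean of log ratios, and limma without the mean-variance trend. GC content was taken from the longest GENCODE transcript of each gene on GRCm38, which 23614 of the tested genes have. The relation of library ratios to GC content was computed over protein-coding genes with a mean above 200 normalized counts. GRCm38 was also used for the order of genes along chromosomes and for the coordinates at *Ythdc2*. Python 3.11.15, scipy 1.17.1 and matplotlib 3.10.9 were used for the other tests and the figures.

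Approximate depth was 49.4 M reads in N1, 61.6 M in N2, 47.4 M in N3, 58.2 M in N4, 55.0 M in N5 and 41.1 M in N6. A floor of 3 reads covers counting error only.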

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

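The comparisons of Sertoli, Leydig and macrophage with spermatocyte genes were chosen after the values were seen, as was the search for neighbours of *Ccnb1ip1*. The removal of the GC trend was chosen after seeing the data. Genes of somatic cells, which the paper does not discuss, were higher in *10xBulge* than in wild type. The median log2 fold change was 1.29 for 10 Sertoli genes (camera adjusted p = 0.000849), 1.77 for 8 Leydig genes (camera adjusted p = 0.000849) and 1.68 for 6 macrophage genes (camera adjusted p = 0.00153). Genes of the same cell type can move together across mice, which would make the camera p-values too small. The replicate SD of the set median was 0.42 for Sertoli, 0.73 for Leydig and 0.42 for macrophage genes. All genes of these sets were higher, and the median level of each set was higher in both *10xBulge* libraries than in both wild-type libraries. The sets stayed above 0 with each library left out in turn, from 0.89 to 1.68 for Sertoli genes. Loss of spermatid RNA alone would raise the share of all other cell types alike, and the Sertoli median exceeded the spermatocyte median by 1.20. With a library left out, this gap ranged from 0.55 without N5 to 1.86 without N6, and the spermatocyte median from -0.45 without N1 to 0.38 without N2. Within libraries, the Sertoli median level minus the spermatocyte median level was -0.18 in N1 and -1.46 in N2 of wild type, and 0.89 in N5 and -0.51 in N6 of *10xBulge*, so that the genotypes overlap and the gap is within the spread between replicates. The rise of the Sertoli genes therefore cannot be told apart from the loss of spermatid RNA alone. Median levels of the spermatocyte, Leydig and macrophage sets were 11.06, 11.16 and 9.00 in N1 and 12.29, 12.24 and 9.14 in N2. They were 11.44, 14.41 and 11.23 in N5 and 12.01, 13.30 and 10.53 in N6. Relative to spermatocyte genes, Leydig and macrophage genes were thus higher in both *10xBulge* libraries than in both wild-type libraries. This comparison takes the spermatocyte set as a reference that loses no RNA with the spermatids, which was not tested. Single genes of that set ranged from -1.19 to 1.60 in *10xBulge*, with 11 higher and 7 lower. The values therefore do not decide whether loss of spermatid RNA alone explains the rise of Leydig and macrophage genes. Among germ cells, the spermatogonia set was also higher, with a median of 0.75 and 11 of 12 genes higher (camera adjusted p = 0.0243). Its median was 0.42 without N5 and 1.07 without N6. The median level of this set was 9.33 in N2 and 9.23 in N6, so that the genotypes overlap. Whether the rise extends beyond somatic genes is therefore uncertain. Removing the GC trend of each library changed the log2 fold changes of single Sertoli genes by between -0.25 and 0.43 and left the Sertoli median at 1.31, with all 10 genes higher. Differences in age, dissection or genetic background between the mice were not tested.

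*Ccnb1ip1*, a gene of the spermatocyte set that the paper does not name, was lower in *10xPerf*, with 2119 and 1746 normalized counts in wild type and 138 and 252 in *10xPerf* (log2 fold change -3.36, limma adjusted p = 0.0447). In *10xBulge* it had 1499 and 473. Over the alternatives its adjusted p ranged from 0.00220 to 0.123, the latter with a pseudocount of 0.1. Within 5 Mb of *Ccnb1ip1* on GRCm38, 10 of 175 tested genes were past the threshold in *10xPerf*, against 1.67 expected (one-sided Fisher's exact test, p = 7.46e-06). The window was centred on a gene already past the threshold, so this p is not independent evidence of a cluster there. Neighbouring genes are not independent, and tandem gene families in the window were not set apart. DNA that differs between the mice around this gene may explain the change, since the lines were founded on hybrid embryos. Sharing of reads with copies of *Ccnb1ip1* was not tested. No effect of the piR-A sites on the gene was tested.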

How the results depend on the processing

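Alternatives named as GC trend, trimmed mean and no mean-variance trend were chosen after seeing the data; the others were set before the data were examined. The tests of DESeq2 and edgeR, and their size factors, were not run because the table holds normalized values. Leaving out a library leaves 1 in its genotype, so that no gene counts were made for those settings and only values are given.

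In *10xPerf* against wild type, 111 genes were higher and 117 lower. The counts were 73 and 77 with library totals, 44 and 53 with at least 10 in every library, 214 and 190 with only the 2 genotypes in the fit, 63 and 72 at an adjusted p under 0.05, and 40 and 65 with a pseudocount of 0.1. In *10xBulge* against wild type, 2712 genes were higher and 5466 lower. The higher genes became 5778 with library totals, 1512 with only the 2 genotypes in the fit, 1370 at an adjusted p under 0.05 and 4383 with the GC trend removed within genotypes, a setting that also takes out part of the spread between replicates. The lower genes became 2926 with at least 10 in every library, a filter that removes genes that fell to 0. In *10xBulge* against *10xPerf*, 3077 genes were higher and 5729 lower. The higher genes became 5108 with library totals and 1725 at an adjusted p under 0.05, and the lower genes 3064 with at least 10 in every library.

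Library totals changed the share of higher genes in *10xBulge* against wild type from 33.2% to 54.7%, and against *10xPerf* from 34.9% to 49.5%. They moved the median log2 fold change of all genes to 0.35 and 0.17 in these comparisons, and to 0.15 in *10xPerf* against wild type. This scaling multiplies all genes of a library by the same factor. The sums of the deposited values were 50081041 and 39754103 in *10xBulge*, against 59804251 and 56626358 in wild type. Scaling to equal sums therefore raises the log2 fold changes of *10xBulge* against wild type nearly alike. Why the sums differ between the genotypes was not tested.

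The spermatid set stayed lower in *10xBulge* in all settings with a test, between -7.58 and -6.97, and between -7.94 and -6.90 over the 4 settings that left out a library. In *10xPerf* its median of 0.048 became -0.017 with the upper quartile, with an adjusted p of 0.694 against a range of 0.221 to 0.768, and it ranged from -0.17 to 0.22 with a library left out, below 0 without N2 and without N4. *Prm1* in *10xBulge* lay between -11.63 and -10.31 with a library left out. In *10xPerf* its value of -0.040 became 0.094 with library totals and 0.22 with the GC trend removed over all libraries, with adjusted p of 0.961 and 0.938 against a range of 0.938 to 1, and it ranged from -0.29 to 0.21 with a library left out, above 0 without N1 and without N3. *Ythdc2* ranged from -0.97 to 0.57 in *10xPerf* and from -0.49 to 1.06 in *10xBulge* with a library left out, changing sign in both lines. Over the settings with a test it kept its sign and stayed above the threshold, with adjusted p from 0.862 to 0.983 in *10xPerf* and from 0.452 to 0.854 in *10xBulge*. *Tnp1* in both lines kept its direction and its side of the threshold in all settings with a test.

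Among the other genes and sets named, *Ccnb1ip1* and *Sox5os3* in *10xPerf* lost the threshold with a pseudocount of 0.1. The piRNA pathway set in *10xBulge* lost it with at least 10 in every library and at an adjusted p under 0.05. Of the other genes and sets recomputed, none changed its side of the threshold in the settings with a test. With 2 libraries per genotype and 200 genes changed, simulated changes of 2 on the log2 scale were recovered for 18% of genes and changes of 4 for 76%.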

Differences from the paper's values

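In *10xPerf* against wild type, 111 genes were higher and 117 lower at an adjusted p under 0.1, where the authors' deposited table gives the paper's 183 and 180. Of the alternatives set before the data were examined, only the fit of the 2 genotypes compared, with 214 and 190, and a pseudocount of 10, with 163 and 144, came within 1.5 times of the paper's counts in both directions. Of the 228 genes, 202 are past the threshold in the authors' deposited table. Among the alternatives chosen after the values were seen, the counts were 126 and 128 with the GC trend removed over all libraries, 132 and 126 with it removed within genotypes, and 136 and 135 without the mean-variance trend, which lie within 1.5 times of the paper's counts in both directions. With the trimmed mean of log ratios they were 102 and 113, which do not.

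The log2 fold change of *Tnp1* in *10xPerf* was 0.65 by limma, and the paper's value in the authors' deposited table, from DESeq2, is 0.11. These are estimates by different methods from the same libraries, and they are unlike measures. The deposited log2 fold changes are not plain ratios of the counts. *Saa3* in *10xPerf* is given as 0.17, with 1.29 and 2.33 normalized counts in wild type and 10.0 and 39.1 in *10xPerf*. The gap between both *Tnp1* values is therefore not a disagreement about the counts. Of the alternatives set before the data were examined, only leaving out N1, at 0.37, came within the replicate SD of 0.39 of the paper's value. No cause was tested.

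On GRCm38, the matches of both guides start 4 bp above the positions that the paper gives for them.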

Other observations

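Of the tests below, those of *Ythdc2* in wild type, of blocks of all genes, pseudogenes and the surroundings of *Ythdc2* in *10xPerf*, and of the signal left in *10xBulge* were chosen after the values were seen. The test of blocks of protein-coding genes was chosen after the result for all genes was seen, and the GC trend and trimmed mean settings after seeing the data.

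The 2 wild-type libraries differed in *Ythdc2* by 1.54 on the log2 scale. The ratio of the libraries of a genotype followed GC content across 12426 protein-coding genes, with Spearman's rho of 0.615 in wild type, -0.242 in *10xPerf* and 0.518 in *10xBulge*. Removing the GC trend within genotypes reduced the *Ythdc2* difference by 38.9%, to 0.94, so GC content may account for part of it and not for most. N1 had 94.7 times the 18S rRNA of N2, and N5 had 1.88 times that of N6, both with the lower *Ythdc2*, while N3, with 3.12 times that of N4, had the higher *Ythdc2*. Ribosomal RNA was 4.03% of the signal in N1 and 0.0450% in N2. Shares this small argue against reads taken up by ribosomal RNA as the cause of the *Ythdc2* difference in wild type. Other differences between these libraries that go with the removal of ribosomal RNA cannot be told apart.

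The genes past the threshold in *10xPerf* lay near each other. Outside chromosome Y, 208 pairs of 207 genes were 1 to 5 Mb apart on GRCm38, against a mean of 80.7 in 10000 draws of tested genes (permutation p = 1e-04, the smallest these draws can give). For the 92 protein-coding genes alone there were 59 pairs against 16.8 (permutation p = 1e-04, the smallest these draws can give). Pseudogenes were 30.3% of these genes and 6.58% of the other tested genes (Fisher's exact test, p = 5.28e-27). Within 10 Mb of *Ythdc2*, 0 of 205 tested genes were past the threshold, against 1.97 expected (one-sided Fisher's exact test, p = 1.00), and 6 of them had an unadjusted p under 0.05. With the GC trend removed, 89.9% of the genes were still past the threshold. Blocks of background DNA that differ between the mice, from the hybrid founders, may explain part of the *10xPerf* differences, and reads shared between near-identical copies may explain another part. The tests do not separate these from an effect of the knock-in on other genes. On chromosome Y lay 18 of the 228 genes.

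The fall of spermatid genes in *10xBulge* was set against technical explanations. Over library totals, upper quartile and trimmed mean of log ratios, the set median was -6.97 at its highest, and with the GC trend removed it was -7.58. The 10 most abundant genes took at most 17.9% of a *10xBulge* library, within the range of 10.6% to 21.8% in the other genotypes. Separately from the fall, which carry-over of reads from other libraries would only reduce, the signal left was examined. The share of the wild-type value left in *10xBulge* ranged from 0.0540% for *Prm1* to 5.01% for *Izumo1*, a ratio of 92.8 between genes, where carry-over alone would leave similar shares. A lack of most spermatids in the sampled *10xBulge* testes is a candidate explanation, as a hypothesis. A mislabelled sample, or a difference in the age or health of the mice, was not tested and cannot be told apart from an effect of the allele. The paper reports that the line was kept by crossing homozygous mice.

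In *10xBulge* against *10xPerf*, a comparison the paper does not make, 3077 genes were higher and 5729 lower at a limma adjusted p under 0.1, and the spermatid set had a median log2 fold change of -7.47 (camera adjusted p = 7.66e-15). Of the 228 genes past the threshold in *10xPerf*, 79 were past it in the same direction in *10xBulge*; both comparisons share the wild-type libraries, which alone makes overlap. *Greb1l*, on chromosome 18, rose in both lines, by 2.94 in *10xPerf* (limma adjusted p = 0.0132) and 3.86 in *10xBulge*. *2010109A12Rik*, lower in *10xPerf*, was also lower in *10xBulge* (log2 fold change -1.45, limma adjusted p = 0.0426), whereas *Sox5os3*, higher in *10xPerf*, was lower in *10xBulge*, with 10.1 and 16.7 normalized counts in wild type and 0.856 and 0 in *10xBulge* (limma adjusted p = 0.00285). *Gtsf1*, whose product the paper discusses as an aid to slicing, was at 9635 ± 1157 normalized counts (SD, n = 2) in wild type and 3659 ± 277 (SD, n = 2) in *10xBulge* (log2 fold change -1.39, limma adjusted p = 0.0275). It was the lowest of the 17 genes of the piRNA pathway set and the only 1 of them past the threshold. Spermatid genes were far lower in the same libraries, so a fall of *Gtsf1* per cell cannot be told from a loss of cells. The MILI and MIWI libraries of *10xBulge* came from other mice, and no link of *Gtsf1* to slicing was tested. *Piwil4*, which encodes MIWI2 and is outside the set, was higher in *10xBulge*, with 37.1 ± 12.9 normalized counts (SD, n = 2) in wild type and 97.5 ± 27.5 (SD, n = 2) in *10xBulge* (log2 fold change 1.38, limma adjusted p = 0.0967). This lies just under the threshold, and the authors' DESeq2 adjusted p for *Piwil4* in *10xBulge* is 0.123, which is not past it. The set as a whole went the other way from *Gtsf1*, with a median log2 fold change of 0.37 and 12 of 17 genes higher (camera adjusted p = 0.0744, from 0.0532 to 0.219 over the alternatives). The set median ranged from 0.29 to 0.75 over the settings with a test, and from 0.30 to 0.59 with a library left out.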
